A study of Homo sapiens with 11 samples.

How the data were processed

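The samples were cardiomyocytes differentiated from WTC11, an established human induced pluripotent stem cell line, at passage 63. Per the labels' protocols, a single differentiation was directed with a GSK3 inhibitor (CHIR99021) followed by a Wnt secretion inhibitor (IWP2), and parallel wells were kept in B27 medium with insulin and collected on Day 30 (4 wells), Day 60 (3 wells) and Day 113 (4 wells). Poly(A)-selected RNA libraries were sequenced as paired-end 150-bp reads on a NovaSeq 6000, per the labels' protocols. The replicates were wells of one differentiation, so the spread between them covers neither a second differentiation nor a second cell line. No batch was labelled, and day of culture and collection coincided, so a difference between collections cannot be told apart from a difference between days.

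The authors deposited a table of whole-number read counts for 19990 gene symbols in 11 libraries, with no normalization. The aligner, counting settings, genome build and annotation were not stated in the labels. Every gene of the table had at least 35 counts over the 11 libraries and a count in at least 3 of them. Library totals ran from 24.1 to 34.5 M counts (M, units of 1000000). The libraries had no molecular identifiers, so a floor of 3 counts, the upper limit that a count of 0 allows, covers counting error only. A gene with all libraries of a day at or under that floor was given a bound on its fold and no fitted fold, unless a value is named as fitted. Symbols with a copy-number suffix made up 159 genes and 0.0899% of all counts. Whether counting used strand was not stated. Of the 75 genes examined individually, the exons of 29 overlapped another annotated gene, and for 11 of them that gene was in the table. Counts of overlapping genes and of near-identical gene families were therefore treated as uncertain.

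The second deposited table held TPM values for the same genes, each column summing to 1000000. The gene lengths that the authors used are not stated. The length implied by count divided by TPM differed between libraries for the same gene, with a median Spearman rho over genes of -0.0016 across 55 library pairs. The implied lengths repeated to within 0.1% at an interval of 43388 values down the columns, in 100% of 164149 pairs of values compared. The TPM values therefore entered only as alternatives, and all comparisons rest on counts.

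Genes were tested with the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM scaling and all 11 libraries in one fit with day as the only factor. The filterByExpr step with a minimum count of 10 removed no gene. The contrasts were the 3 pairs of days, any change over the 3 days, and the difference between the 2 intervals (Day 30 to Day 60, and Day 60 to Day 113). P-values were adjusted by the Benjamini-Hochberg method within each contrast over 19990 genes, with a threshold of 0.05. Every adjusted p-value for a gene comes from this edgeR test unless another tool is named. Standard errors were taken as the absolute log2 fold change divided by the square root of F. Counts per 1000000 counts (CPM) used TMM effective library sizes, with TMM factors of 0.966 to 1.04. Principal components were computed on log2 CPM. The biological coefficient of variation was 0.282.

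Gene lists fixed before the data were examined were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01. The 22 lists with at least 5 tested genes gave 66 tests over the 3 comparisons, adjusted together. The 13 mitochondrially encoded mRNAs and the pluripotency list, with 2 of its 5 genes tested, were not analysed here. Ratios of MYH7 to MYH6, TNNI3 to TNNI1 and MYL2 to MYL7 were taken within each library as log2 count ratios with a pseudocount of 0.5. The ratios were compared with two-sided exact permutation tests, adjusted over 9 tests. The smallest p-value such a test allowed was 0.0286 with 3 wells against 4 or 4 against 4, and 0.0514 was the smallest adjusted value reached.

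The rule for named genes took, for each pair of days, the 4 highest and the 4 lowest log2 fold changes among genes that passed the threshold, had a mean CPM of at least 5 in the higher group and did not overlap between groups. It also admitted any gene of a reported list or ratio. Some genes that the rule selected are not reported here. The groups, tests, lists, the naming rule and most alternatives were fixed before the data were examined. Which list genes are named individually was settled after their values were seen, and HMGA2, COL2A1, CLDN6, IGDCC3 and ARID3A are named outside the rule for the same reason.

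The test was tested on simulated data drawn from the real means, dispersions and library sizes of 19990 genes. Of 200 genes changed by known folds at Day 113, 121 were called in the right direction against Day 30, which was 68% of 4-fold and 53% of 2-fold changes. Unchanged genes made up 6 of the calls (4.72%), and 0 genes were called between days simulated without a change. In a simulation of 22 lists, the shifted list was called in both comparisons in which it was shifted, and 0 unshifted lists were called.

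Alternatives for the gene counts were median-of-ratios (RLE), upper-quartile and library-size scaling, DESeq2 1.42.0, limma-voom, robust dispersions, no filter, a mean CPM of at least 1, a replicate block, only the days compared, an adjusted p-value under 0.01, limma on log2(TPM + 1) and log2(TPM + 0.1), and each library left out in turn. For lists, fry and camera with an estimated correlation were also run, and for ratios a pseudocount of 5 and the deposited TPM. A correction of each library for GC content and exon length, with and without the block, was added after the data were seen. It used the 16930 genes (84.7%, with 96.1% of counts) whose symbols matched GENCODE 29 on GRCh38. Gene locations are from the same annotation, matched by symbol, since the build used by the authors was not stated. Further computations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

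6 further lists were written after the first results had been seen, leaving out the genes that had prompted them. They held transcripts of hepatic and yolk-sac endoderm, let-7 targets, cartilage, lens, further endothelial genes, and haematopoietic and macrophage genes. The lists were written before their own members were examined, except for 5 genes of the hepatic and yolk-sac endoderm list. Those 5 genes were also in the fixed lists, so their values were part of the first results.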

Results

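Long-term culture is used to move cardiomyocytes derived from pluripotent stem cells towards a more adult state, and the transcriptome was measured here at 3 times of such a culture. Poly(A) RNA of WTC11-derived cardiomyocytes was sequenced from 4 wells at Day 30, 3 wells at Day 60 and 4 wells at Day 113, all from one differentiation. The Day 30 libraries held 26.6, 30.3, 29.8 and 29.5 M counts (M, units of 1000000), with a mean of 29.1 ± 1.68 M (SD, n = 4). The Day 60 libraries held 32.4, 26.8 and 31.6 M counts (30.3 ± 3.01, SD, n = 3), and the Day 113 libraries held 34.5, 27.04, 34.4 and 24.1 M (30.0 ± 5.30, SD, n = 4). In total, 327 M counts fell on 19990 genes, of which 18796 to 19533 were detected in any one library.

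Wells of the same day differed by more than sampling noise, with a chi-square per degree of freedom of 13.1 to 110 between pairs, so no pair was taken for 1 library given 2 times, and the wells were counted as separate samples as labelled. The correlation of expression across genes within a day was 0.964 to 0.990, where genes are not independent replicates. The 10 most abundant genes took 7.55% to 10.4% of the counts of a library. Mitochondrial 16S rRNA (RNR2) took 2.00% ± 0.0513 (SD, n = 4) of counts at Day 30, 3.10% ± 0.457 (SD, n = 3) at Day 60 and 2.07% ± 0.192 (SD, n = 4) at Day 113. The first principal component held 36.6% of the variance and ordered the 3 days, and the second held 16.9% and set the Day 60 wells apart from the others.

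**Figure D1:**
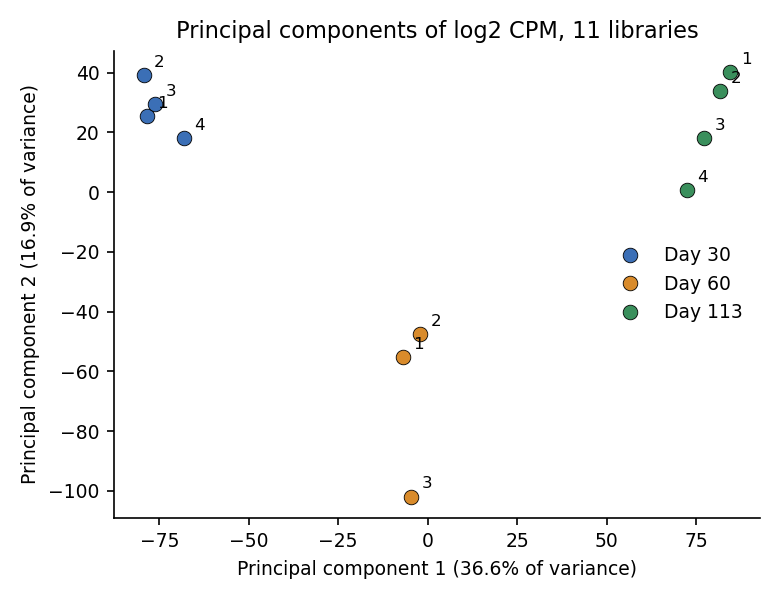
Principal components of log2 CPM, with one point per library (4 at Day 30, 3 at Day 60, 4 at Day 113); the x axis is component 1 (36.6% of variance) and the y axis component 2 (16.9%). The libraries lie in order of day along component 1, and the Day 60 libraries lie below the others along component 2.

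The first comparison asked which genes changed between Day 30 and Day 60. Of 19990 genes, 2060 (10.3%) passed an adjusted p-value of 0.05, 878 higher and 1182 lower at Day 60. A log2 fold change of at least 1 in size was reached by 391 of the higher and 530 of the lower genes. The alternative that moved this count most was limma on log2(TPM + 1), which called 0 genes (1168 at an unadjusted p under 0.05), and on the counts it was an adjusted p-value under 0.01, which 937 genes reached. The count also rested on single wells, since it was 1220 without Day 60 replicate 3, 1259 without Day 60 replicate 1 and 1323 without Day 30 replicate 2. The values of the 2 days did not overlap for 4964 genes, where chance would give 5.71% of genes for 3 wells against 4.

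Among the genes with the largest rise by Day 60 were 3 crystallins, all with 0 counts in each Day 30 library. CRYBA4 (chromosome 22, 26621964 to 26630672, plus strand, GRCh38) reached 56.8 ± 49.1 CPM (SD, n = 3), which was at least 496-fold higher (adjusted p 0.0012). The CRYBA4 values were 16.8, 112 and 42.0 CPM in the 3 wells, and without Day 60 replicate 2 the rise was at least 256-fold. CRYGC (chromosome 2, 208128137 to 208129830) rose at least 127-fold (63.5-fold without Day 60 replicate 2, adjusted p with all wells 0.010). CRYBA2 (chromosome 2, 218990189 to 218993421) rose at least 122-fold (78.7-fold without the same well, adjusted p with all wells 0.0013). With robust dispersions the edgeR adjusted p-values of CRYBA4, CRYGC and CRYBA2 were 0.065, 0.15 and 0.054, and under limma-voom those of CRYBA4 and CRYGC were 0.14 and 0.050, so these calls were lost. Over all alternatives they ran from 6.7e-11 to 0.14 for CRYBA4, from 9.5e-10 to 0.15 for CRYGC and from 8.6e-08 to 0.054 for CRYBA2. Crystallin genes are a family of similar sequences, and reads shared between members leave the single values uncertain.

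PLG, CDH17 and TNFSF15 were among the genes with the largest fall by Day 60. PLG (chromosome 6, 160702238 to 160753315) went from 6.48 ± 2.19 CPM (SD, n = 4) to 0 counts in the 3 Day 60 wells, at least 58.6-fold lower (adjusted p 4.9e-04). CDH17 (chromosome 8, 94127171 to 94217303) fell at least 97.99-fold from 10.8 ± 3.26 CPM (SD, n = 4; adjusted p 2.2e-05). TNFSF15 (chromosome 9, 114784635 to 114806126) fell at least 49.0-fold (adjusted p 3.4e-04).

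The second comparison asked which genes changed between Day 60 and Day 113. It gave 4790 genes (23.96%), 2570 higher and 2220 lower, of which 812 and 791 changed by at least 1 on the log2 scale. Values did not overlap between the 2 days for 6115 genes, against the same 5.71% by chance. MX1 (chromosome 21, 41420304 to 41459214) had at most 1 count in any Day 60 library and reached 7.99 ± 7.45 CPM (SD, n = 4) at Day 113, at least 72.3-fold higher (adjusted p 1.6e-04). Without Day 113 replicate 3 the rise of MX1 was at least 41.1-fold, and under limma-voom its adjusted p was 0.093 (1.0e-07 to 0.093 over its alternatives). CLEC14A (chromosome 14, 38254103 to 38256369) rose by 6.45 ± 0.73 (SE) on the log2 scale from 0.0917 to 8.17 CPM (adjusted p 2.7e-05), and by 5.84 without Day 60 replicate 3. VWF (chromosome 12, 5948874 to 6124770) rose by 5.43 ± 0.78 (SE) to 52.9 ± 44.4 CPM (SD, n = 4; adjusted p 1.7e-04), by 7.52 without Day 60 replicate 2 and by 4.68 without Day 113 replicate 1. IL16 (chromosome 15, 81159575 to 81314058) reached 5.31 ± 2.43 CPM (SD, n = 4; adjusted p 9.6e-04), and its 7 counts at Day 60 came from replicate 2 alone.

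Genes that fell in this interval included ACTN3, KISS1R and CRYBB3. ACTN3 (chromosome 11, 66546395 to 66563329) fell by 4.08 ± 0.31 (SE), from 9.10 ± 0.873 CPM (SD, n = 3) to 0.535 ± 0.0924 CPM (SD, n = 4; adjusted p 9.5e-07). KISS1R (chromosome 19, 917287 to 921015) fell by 3.94 ± 0.61 (SE; adjusted p 2.9e-04), and fell by 5.03 without Day 113 replicate 3. CRYBB3 (chromosome 22, 25199850 to 25207363) fell by 3.76 ± 0.66 (SE; adjusted p 8.3e-04), with values of -2.79 without Day 60 replicate 2 and -4.62 without Day 113 replicate 2.

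Over the whole course, from Day 30 to Day 113, 6889 genes (34.5%) changed, 3459 higher and 3430 lower, with 1213 and 1424 changing by at least 1 on the log2 scale. Values did not overlap for 7012 genes, where chance would give 2.86% for 4 wells against 4. OC90, LYVE1, CRYBA4 and IFI44L led the rises, and each had 0 counts in the 4 Day 30 libraries. OC90 (chromosome 8, 132024220 to 132059380) rose at least 88.3-fold (adjusted p 1.5e-04). LYVE1 (chromosome 11, 10556966 to 10611689) rose at least 50.7-fold (adjusted p 2.8e-05), and at least 33.9-fold without Day 113 replicate 1. IFI44L (chromosome 1, 78619922 to 78646145) rose at least 46.8-fold (adjusted p 1.8e-04), and at least 23.3-fold without Day 113 replicate 3. CRYBA4 was at least 50.3-fold higher (adjusted p 0.0048), but 20.1 CPM in Day 113 replicate 2 stood against 0.924, 0.542 and 1.44 CPM in the other wells, and without that well the bound was 8.47-fold. Under limma-voom the adjusted p-values of OC90 and CRYBA4 were 0.21 and 0.29, and over their alternatives they ran from 1.1e-10 to 0.21 and from 1.6e-07 to 0.29.

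MUC16 (chromosome 19, 8848844 to 8981342) showed the largest bound among the genes named here that fell from Day 30 to Day 113. It fell at least 454-fold from 54.6 ± 25.2 CPM (SD, n = 4; adjusted p 1.4e-07). SLC1A6 (chromosome 19, 14950034 to 15022990) fell at least 130-fold (adjusted p 4.9e-06), NECTIN4 (chromosome 1, 161070995 to 161089599) at least 79.1-fold (adjusted p 1.0e-05) and PRSS22 (chromosome 16, 2852727 to 2858170) at least 42.7-fold (adjusted p 1.4e-04). Without Day 30 replicate 2 the bound of NECTIN4 was 52.5-fold.

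Across the 3 days, 7411 genes (37.1%) changed in the joint test. The change differed between the 2 intervals for 1868 genes when the difference itself was tested, with a contrast above 0 for 993 genes and below 0 for 875. This count was 643 without Day 60 replicate 1 and 774 without Day 60 replicate 3. The test compares amounts of change, not rates. The second interval was the longer, so a gene that changed at a constant rate can also be called. Of the genes called in each interval, 886 were called in both: 203 rose in both, 211 fell in both, 183 rose and then fell, and 289 fell and then rose. A further 1174 genes were called in the first interval only and 3904 in the second only. Of the genes called from Day 30 to Day 113, 1423 were also called in the same direction by Day 60, 3558 were also called in the same direction from Day 60, and 2322 were called in neither interval. The 2 intervals share the Day 60 libraries, so their fold changes correlate negatively by construction. Across genes, which are not independent replicates, Pearson's r was -0.24. In 20 simulations of unchanged days it was -0.59 on average, from -0.61 to -0.56, and 0 genes were called in both intervals.

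Isoform ratios of sarcomere genes are used as maturation markers of cardiomyocytes. The log2 ratio of TNNI3 to TNNI1 was -5.61 ± 0.13 (SD, n = 4) at Day 30, -4.38 ± 0.05 (SD, n = 3) at Day 60 and -4.08 ± 0.07 (SD, n = 4) at Day 113. The wells of the 3 days did not overlap, and the differences of 1.24, 0.29 and 1.53 (Day 60 against Day 30, Day 113 against Day 60, Day 113 against Day 30) each had an exact permutation p of 0.0286, the smallest the design allowed, and an adjusted p of 0.0514. The alternative that moved the ratio most was the deposited TPM, which gave -0.014 in place of 1.24 for the first difference. The gene lengths implied by the TPM differ between libraries for the same gene, so that value cannot weigh the ratio of counts. TNNI3 itself (chromosome 19, 55151767 to 55157773) rose from 78.1 ± 8.4 CPM (SD, n = 4) to 240 ± 5.76 (SD, n = 3) and 298 ± 66.0 CPM (SD, n = 4). Its log2 change was 1.62 ± 0.14 (SE; adjusted p 5.8e-06) in the first interval and 0.31 ± 0.14 (SE; adjusted p 0.13) in the second, and the difference between the intervals was -1.31 (adjusted p 0.0040). TNNI1 (chromosome 1, 201403768 to 201429866) remained the more abundant isoform, at 5038 ± 1043 CPM (SD, n = 4) at Day 113.

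The log2 ratio of MYL2 to MYL7 was -5.21 ± 0.12 (SD, n = 4), -3.91 ± 0.06 (SD, n = 3) and -3.14 ± 0.35 (SD, n = 4) at Days 30, 60 and 113. It rose by 1.30 in the first interval and by 2.07 over the whole course, each with an exact permutation p of 0.0286 and an adjusted p of 0.0514. The rise of 0.77 in the second interval had an exact permutation p of 0.0571 (adjusted 0.0857). MYL2 belonged to the ventricular list and MYL7 to the atrial list, so maturation cannot be told apart from a change of chamber type by this ratio. MYL2 (chromosome 12, 110910819 to 110920722) went from 158 ± 31.6 CPM (SD, n = 4) to 789 ± 270 CPM (SD, n = 4; adjusted p 6.0e-07), and MYL7 (chromosome 7, 44138864 to 44141332) was not called in any of the 3 comparisons.

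The log2 ratio of MYH7 to MYH6 was 3.91 ± 0.08 (SD, n = 4), 3.90 ± 0.70 (SD, n = 3) and 3.55 ± 0.46 (SD, n = 4), and its differences of -0.02, -0.34 and -0.36 were within the spread between wells, with exact permutation p-values of 1, 0.429 and 0.171. The linear ratio in the 3 Day 60 wells was 8.64, 21.99 and 17.4, and without the first of them, replicate 1, the first difference was 0.37. MYH6 and MYH7 are near-identical neighbours on chromosome 14 (23381990 to 23408277 and 23412738 to 23435718), so reads shared between them leave this ratio uncertain. With that limit, MYH7 fell from 15412 ± 2987 CPM (SD, n = 4) at Day 30 to 9277 ± 919 CPM (SD, n = 4) at Day 113, a log2 change of -0.73 ± 0.13 (SE; adjusted p 5.2e-04), of which -0.65 (adjusted p 0.0040) came after Day 60.

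**Figure D2:**
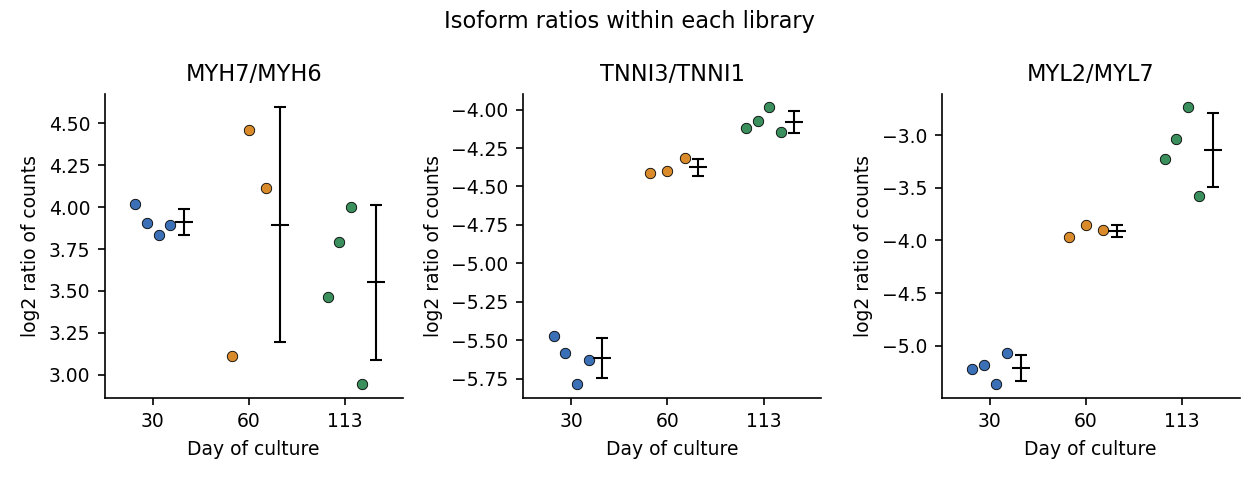
Log2 ratio of counts of MYH7 to MYH6, TNNI3 to TNNI1 and MYL2 to MYL7 (y axes) by day of culture (x axis); points are libraries and bars are the mean ± SD of 4, 3 and 4 libraries. The TNNI3 to TNNI1 ratio rose from -5.61 to -4.38 and -4.08, whereas the MYH7 to MYH6 ratio overlapped between days.

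Gene lists asked whether a function or cell type moved relative to all other genes. With camera, 11 of 22 lists passed an adjusted p-value of 0.05 between Day 30 and Day 60, 11 between Day 60 and Day 113, and 7 between Day 30 and Day 113. The alternative that moved these counts most was camera with an estimated inter-gene correlation, which called 1, 0 and 0 lists (3, 1 and 2 at an unadjusted p under 0.05). The call that held was the endoderm list from Day 30 to Day 60 (adjusted p 0.040). Under fry, 3, 9 and 6 of the calls held: ion channels, atrial genes and endoderm in the first comparison, all but extracellular matrix and cytosolic ribosomal proteins in the second, and all but oxidative phosphorylation in the third. The mean log2 CPM of a list, compared between days with an exact permutation test, reached the smallest possible p of 0.0286 for 5, 6 and 8 lists, which the adjustment over 66 tests took to 0.0992. Of the 35 splits of the same wells, 8, 8 and 21 gave as many lists as the real one, so the number of lists called did not stand apart from chance.

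**Figure D3:**
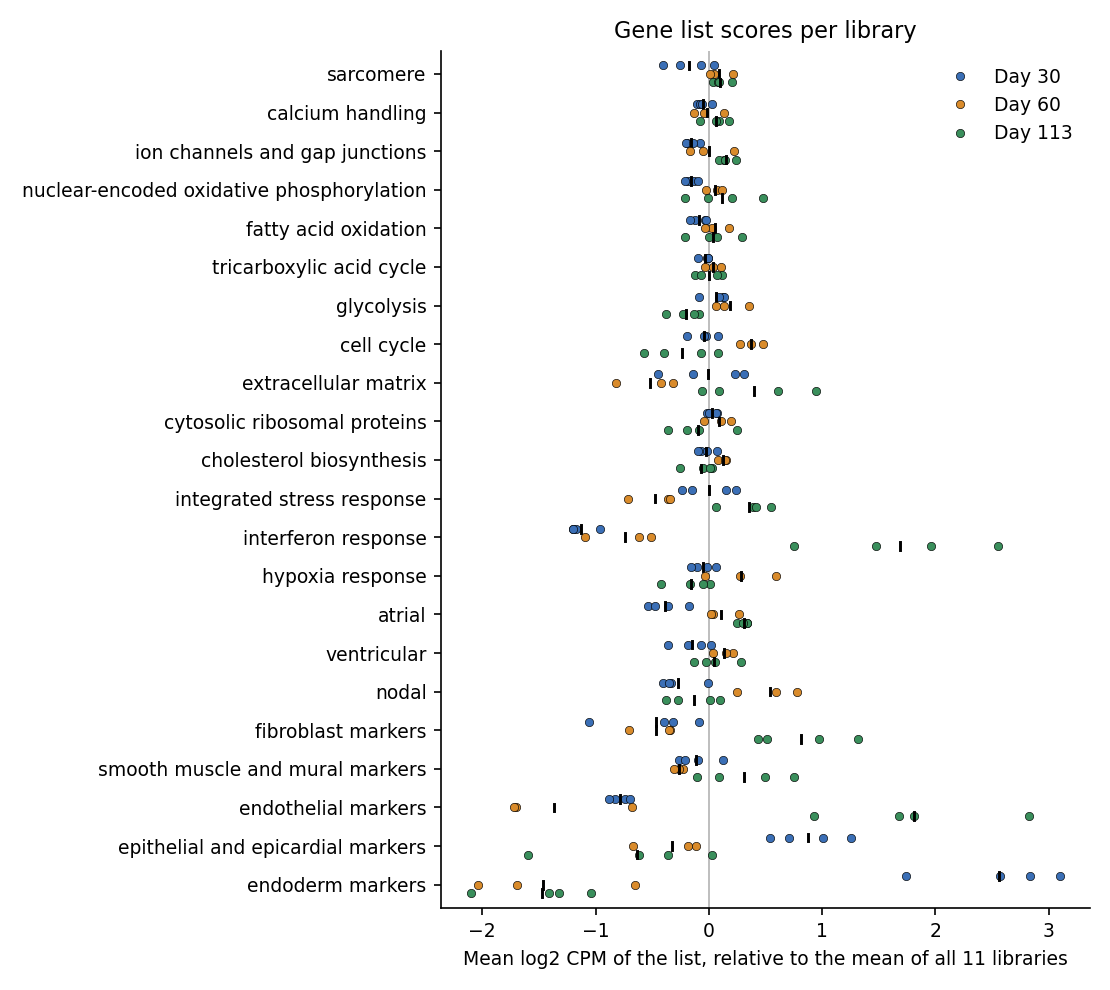
Mean log2 CPM of the genes of each of 22 lists, relative to the mean of the 11 libraries (x axis); points are libraries and ticks are the means of 4, 3 and 4 libraries per day. The endoderm list was highest at Day 30, and the interferon response, fibroblast and endothelial lists were highest at Day 113.

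Among lists of cardiomyocyte function, ion channels and gap junctions were higher at Day 113 than at Day 30 (median log2 change 0.38, adjusted p 0.0095), with 10 of 21 genes higher and 5 lower, and 15 called when adjusted over the list alone. The first interval gave a median of 0.08 (adjusted p 0.0010), with 7 genes higher and 2 lower and 12 called when adjusted over the list alone. KCNJ3 rose by 1.28 ± 0.25 (SE; adjusted p 8.1e-04) from Day 30 to Day 113. KCNA5 fell by 1.15 ± 0.21 (SE; adjusted p 5.1e-04) and HCN4 fell by 0.46 ± 0.12 (SE; adjusted p 0.0073). KCNJ2 fell by 1.85 ± 0.45 (SE; adjusted p 0.015) in the first interval and rose by 2.08 ± 0.45 (SE; adjusted p 0.0038) in the second, and its first call was lost without Day 60 replicate 1 (adjusted p 0.070) or replicate 3 (0.073), or under limma-voom (0.075), with 7.3e-04 to 0.075 over its alternatives. The atrial list was higher at Day 60 and at Day 113 than at Day 30 (medians 0.19 and 0.38, adjusted p 0.0079 and 0.012), with 4 and 5 of 9 genes higher and 1 and 2 lower, and 6 and 7 called when adjusted over the list alone. Its call at Day 113 was lost under limma-voom (adjusted p 0.055; 8.9e-04 to 0.24 over its alternatives). NPPA rose by 2.31 ± 0.21 (SE; adjusted p 6.6e-07) over the course, and SLN fell by 2.37 ± 0.42 (SE; adjusted p 3.9e-04).

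The sarcomere list passed in the first interval only (median 0.08, adjusted p 0.0044, 5 of 26 genes higher and 1 lower, 8 called when adjusted over the list alone), and not without Day 30 replicate 3 (adjusted p 0.090). In the second interval its median was -0.03, with 4 genes higher and 4 lower. TNNT2 rose by 0.66 ± 0.15 (SE; adjusted p 0.0032) from Day 30 to Day 113, and TTN was within its spread, at 0.02 ± 0.22 (SE; adjusted p 0.96). The TTN value reversed to -0.0074 under upper-quartile scaling and was called higher after a correction for GC content and length (0.30, adjusted p 0.038), with adjusted p-values of 0.012 to 0.98 over its alternatives. The gene overlaps an antisense transcript. The calcium handling list was not called in any comparison (medians 0.09, -0.10 and 0.08, adjusted p 0.13, 0.93 and 0.30), with 5 genes higher and 4 lower over the whole course and 9 called when adjusted over the list alone. In it, CASQ2 rose by 1.84 ± 0.21 (SE; adjusted p 8.6e-06) from Day 30 to Day 113. The ventricular list, with medians of 0.05, -0.07 and -0.14 and 5 of 6 genes called when adjusted over the list alone over the whole course, was not called either (adjusted p 0.10, 0.49 and 0.71). The nodal list fell in the second interval (median -0.80, adjusted p 0.024, 4 of 6 genes lower, 5 called when adjusted over the list alone), but not without Day 60 replicate 1 (adjusted p 0.054) or replicate 3 (0.058).

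Among metabolic lists, nuclear-encoded oxidative phosphorylation was higher at Day 60 (median 0.21, adjusted p 2.5e-06) and at Day 113 (0.30, adjusted p 3.5e-04) than at Day 30. Of its 72 genes, 4 were called higher at Day 60, and 25 higher and 1 lower at Day 113, with 1 and 26 called when adjusted over the list alone. Neither call held under fry (adjusted p 0.24 and 0.15). COX6A2 rose by 1.08 ± 0.17 (SE; adjusted p 7.1e-04) and then fell by 0.99 ± 0.17 (SE; adjusted p 5.9e-04). COX7A1 and CPT1B lay under 1 CPM on average at each day, and neither was called. Fatty acid oxidation had medians of 0.12, -1.7e-04 and 0.17 (adjusted p 0.088, 0.71 and 0.17), with 6 of 21 genes called over the course when adjusted over the list alone, and the tricarboxylic acid cycle 0.10, -0.12 and 0.06 (adjusted p 0.29, 0.59 and 0.83), with 10 of 17 so called. Glycolysis fell in the second interval (median -0.34, adjusted p 9.7e-05), with 1 of 17 genes higher and 8 lower, and 14 called when adjusted over the list alone. HK2 fell by 1.24 ± 0.20 (SE; adjusted p 3.9e-04), SLC2A1 fell by 1.12 ± 0.18 (SE; adjusted p 3.7e-04), ENO1 fell by 0.83 ± 0.13 (SE; adjusted p 2.5e-04) and GAPDH fell by 0.55 ± 0.11 (SE; adjusted p 0.0019), and LDHA changed by -0.34 ± 0.12 (SE; adjusted p 0.052). The hypoxia list was higher at Day 60 (median 0.25, adjusted p 0.026, 2 of 10 genes higher, 4 when adjusted over the list alone) and lower after it (-0.33, adjusted p 0.0027, 4 lower, 4 when adjusted over the list alone). The first of these calls was lost without Day 60 replicate 1 (adjusted p 0.26) or Day 30 replicate 3 (0.079).

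Cholesterol biosynthesis followed the same course, with a median of 0.18 at Day 60 (adjusted p 0.028, 4 of 19 genes higher and 1 lower) and -0.18 after it (adjusted p 0.013, 1 higher and 8 lower), and 6 and 9 called when adjusted over the list alone. Its first call was lost without Day 30 replicate 2 (adjusted p 0.052), replicate 3 (0.088) or replicate 4 (0.061), and its second without Day 113 replicate 1 (0.068). Cell cycle genes were higher at Day 60 (median 0.51, adjusted p 2.5e-06, 6 of 30 genes higher, 17 called when adjusted over the list alone) and lower at Day 113 than at Day 60 (-0.91, adjusted p 5.2e-05, 20 lower and 7 higher, 28 when adjusted over the list alone). TOP2A rose by 1.01 ± 0.22 (SE; adjusted p 0.0078) and then fell by 1.33 ± 0.22 (SE; adjusted p 5.3e-04). CCNB1 fell by 1.58 ± 0.20 (SE; adjusted p 6.1e-05) after Day 60, and MKI67 fell by 0.87 ± 0.22 (SE; adjusted p 0.0094), with -0.69 (adjusted p 0.065) without Day 60 replicate 1. The integrated stress response list moved the opposite way, falling by Day 60 (median -0.44, adjusted p 0.0045, 3 of 13 genes lower, 5 when adjusted over the list alone) and rising after it (0.40, adjusted p 9.7e-05, 7 higher, 7 when adjusted over the list alone). ATF3 fell by 1.62 ± 0.26 (SE; adjusted p 8.2e-04) by Day 60. It did not follow the later rise, changing by 0.05 ± 0.25 (SE; adjusted p 0.92) from Day 60 to Day 113. ASNS, whose exons overlap another gene on the same strand, was not called. Cytosolic ribosomal protein genes fell after Day 60 (median -0.15, adjusted p 0.010, 2 of 42 lower, 0 called when adjusted over the list alone and 7 at an unadjusted p under 0.05), but not without Day 60 replicate 2 (adjusted p 0.099), Day 113 replicate 1 (0.16) or Day 113 replicate 3 (0.059).

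Some lists of other cell types changed by larger amounts, namely the endoderm, endothelial and fibroblast lists in at least 1 comparison each. The endoderm list was lower at Day 60 than at Day 30 (median log2 change -3.90, adjusted p 1.1e-15, 5 of 6 genes lower, 5 when adjusted over the list alone), with a median of -3.72 with FOXA2 at its bound and of -4.71 without Day 60 replicate 2. Over the whole course its median was -4.34 (adjusted p 3.3e-08, 5 lower, and 6 called when adjusted over the list alone, with SOX17 higher). AFP (chromosome 4, 73431138 to 73456174) went from 500 ± 187 CPM (SD, n = 4) to 5.95 ± 1.92 CPM (SD, n = 3) and 1.45 ± 0.260 CPM (SD, n = 4). Its log2 change was -6.40 ± 0.34 (SE; adjusted p 7.1e-08) by Day 60 and -8.43 ± 0.34 (SE; adjusted p 1.2e-10) by Day 113. ALB (chromosome 4, 73397114 to 73421412) fell by 4.30 ± 0.42 (SE; adjusted p 1.4e-06) over the course, and APOA1 fell by 3.71 ± 0.29 (SE; adjusted p 1.6e-07). TTR was at 13.9 ± 2.95 CPM (SD, n = 4) at Day 30 and 0.692 ± 0.778 CPM (SD, n = 4) at Day 113. FOXA2 was at least 17.7-fold lower at Day 60 than at Day 30 (adjusted p 0.0060). SOX17, also a gene of endothelium, rose in the second interval by 2.90 ± 0.76 (SE; adjusted p 0.011), and by 2.30 without Day 60 replicate 1 or 3.52 without replicate 2. Epithelial and epicardial genes were lower at Day 60 (median -0.72, adjusted p 0.0044, 1 of 7 higher and 4 lower, 5 when adjusted over the list alone), where EPCAM fell by 4.93 ± 0.40 (SE; adjusted p 2.9e-06).

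The endothelial list rose in the second interval by a median of 3.70 (adjusted p 2.1e-11), with 8 of 8 genes higher over all genes and when adjusted over the list alone. PECAM1 (chromosome 17, 64319415 to 64413776) went from 10.8 ± 2.39 CPM (SD, n = 3) at Day 60 to 186 ± 113 CPM (SD, n = 4) at Day 113, with wells at 347, 143, 169 and 84.5 CPM, a log2 change of 4.11 ± 0.40 (SE; adjusted p 8.2e-06). CDH5 rose by 3.30 ± 0.44 (SE; adjusted p 1.0e-04), or by 2.70 without Day 113 replicate 1, and KDR by 1.48 ± 0.29 (SE; adjusted p 0.0019). From Day 30 to Day 113 the list rose by a median of 2.85 (adjusted p 2.5e-06, 8 higher, 8 when adjusted over the list alone). The fibroblast list rose by a median of 1.52 in the second interval (adjusted p 3.6e-04, 7 of 10 genes higher and 1 lower, 9 when adjusted over the list alone). Its median was 0.22 in the first interval (adjusted p 0.66) and 1.54 over the whole course (adjusted p 0.0095, 7 higher and 2 lower, 10 when adjusted over the list alone). POSTN rose by 1.22 ± 0.19 (SE; adjusted p 2.7e-04) after Day 60, COL1A1 by 1.93 ± 0.34 (SE; adjusted p 8.1e-04) and COL3A1 by 1.47 ± 0.31 (SE; adjusted p 0.0031). The extracellular matrix list, which shares 5 genes with the fibroblast list, fell by Day 60 (median -0.45, adjusted p 2.3e-06, 2 of 27 higher and 10 lower, 20 when adjusted over the list alone) and rose after it (0.94, adjusted p 2.0e-07, 16 higher, 19 when adjusted over the list alone). FN1 fell by 3.48 ± 0.45 (SE; adjusted p 1.5e-04) from 6992 ± 3153 CPM (SD, n = 4) at Day 30 and rose by 1.42 ± 0.41 (SE; adjusted p 0.018) after Day 60. The rise of FN1 was not called without Day 60 replicate 2 (adjusted p 0.062) or replicate 3 (0.080), or with robust dispersions (0.094), with 0.0014 to 0.094 over its alternatives. Smooth muscle and mural genes were not called (medians -0.14, 0.82 and 0.10, adjusted p 0.65, 0.088 and 0.31, with 2, 3 and 3 of 5 genes called when adjusted over the list alone).

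The interferon response list rose in the second interval by a median of 2.13 (adjusted p 2.0e-07), with 11 of 15 genes higher and 13 when adjusted over the list alone, and was 2.93 above Day 30 at Day 113 (adjusted p 1.3e-07, 13 of 15 higher, 13 when adjusted over the list alone). Without Day 113 replicate 3, the latter was 2.33. IFI6 rose by 2.13 ± 0.41 (SE; adjusted p 0.0017) after Day 60 to 87.5 ± 56.9 CPM (SD, n = 4), and ISG15 by 1.77 ± 0.41 (SE; adjusted p 0.0055). IFIT1, at 73.7 to 104 CPM on average, changed by 0.25 ± 0.14 (SE; adjusted p 0.23) in that interval.

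Genes outside these lists with the smallest p-values included HMGA2 (chromosome 12, 65824131 to 65966295), named after its values were seen. It went from 160 ± 21.3 CPM (SD, n = 4) to 49.1 ± 6.11 CPM (SD, n = 3) and 4.79 ± 0.841 CPM (SD, n = 4), a log2 change of -5.06 ± 0.15 (SE; adjusted p 6.3e-12). COL2A1 fell by 4.51 ± 0.19 (SE; adjusted p 2.6e-10), CLDN6 fell by 5.80 ± 0.21 (SE; adjusted p 4.2e-11), IGDCC3 fell by 5.16 ± 0.28 (SE; adjusted p 4.0e-09) and ARID3A fell by 2.34 ± 0.11 (SE; adjusted p 7.8e-10) over the same course. Among the genes named here, the exons of TNNT2, APOA1, ENO1, KCNJ2, NPPA, CLDN6, TTN, CPT1B, SLC2A1 and IL16 overlap another gene of the count table, and GAPDH and ENO1 have closely similar pseudogenes, so their counts are uncertain to that extent.

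**Figure D4:**
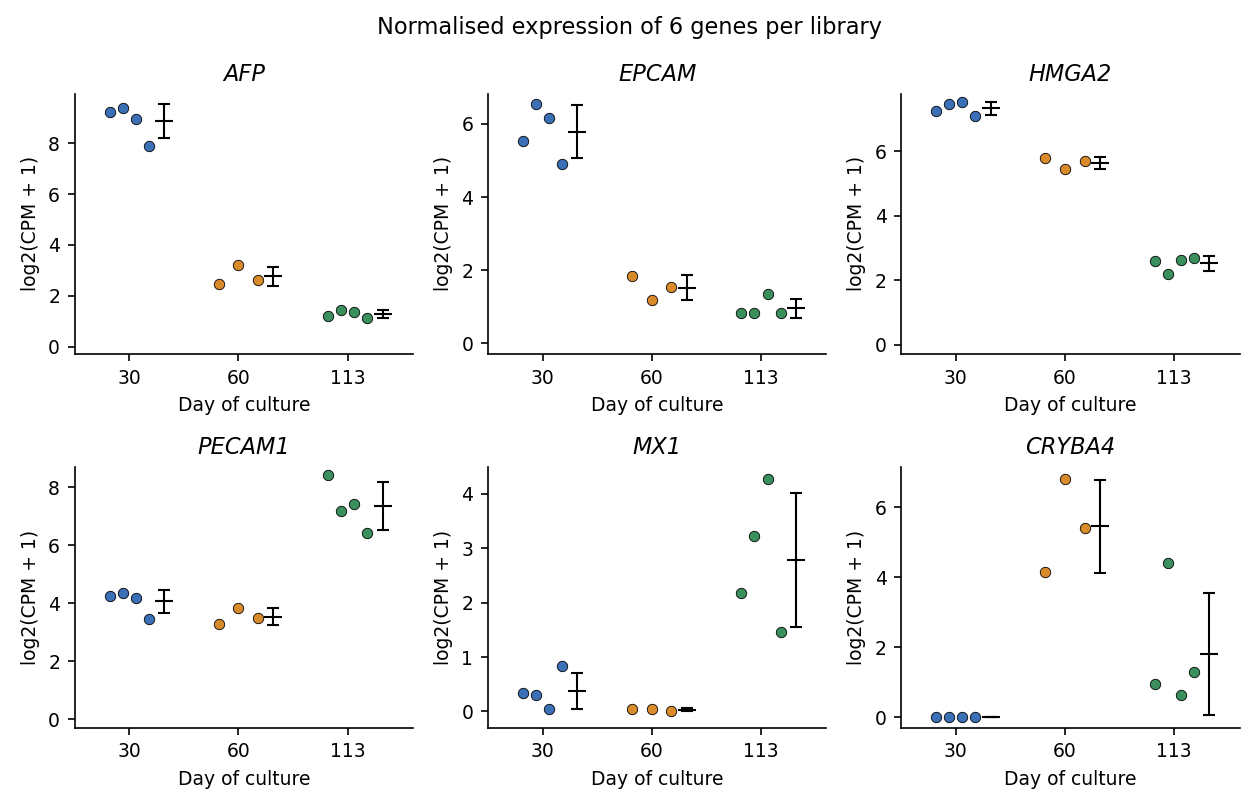
Log2(CPM + 1) of AFP, EPCAM, HMGA2, PECAM1, MX1 and CRYBA4 (y axes) by day of culture (x axis); points are libraries and bars are the mean ± SD of 4, 3 and 4 libraries. AFP, EPCAM and HMGA2 fell, PECAM1 and MX1 were highest at Day 113, and CRYBA4 was highest at Day 60 and spread widely between wells.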

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

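The values in this part were singled out because 1 library of a group of 4 lay far from the other 3, and the tests that weigh them were chosen after the values were seen. A gap of more than 0.829 of the range of a group was counted, and 13 of 206 groups of 4 passed, where chance would give 10.3, so the number of such libraries is close to what chance gives. Groups of 3, which include all Day 60 values, were not examined this way.

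Day 30 replicate 3 stood apart 4 times. The 10 most abundant genes took 8.25% of its counts, against 8.75% to 8.82% in the other Day 30 wells. Its mean log2 CPM of the tricarboxylic acid cycle list was 6.91, against 6.99 to 6.998. ENO1 was at 3167 CPM in it, against 3724 to 3806 CPM, and COX7A1 at 0.0329 CPM, against 0.534 to 0.573 CPM. The COX7A1 value is 1 count, against 15 or 16 counts in the others, a wider gap than counting error gives, and its cause was not tested. Its total of 29.8 M counts (M, units of 1000000) lies within the range of the other Day 30 libraries, which argues against depth. ENO1 has closely similar pseudogenes and overlaps an antisense gene, which was not tested. No biological explanation was tested, since the wells of a day are not distinguished by the design.

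At Day 30, the mean log2 CPM of the interferon response list was 0.80 in replicate 2, against 0.57 to 0.60 in the others, and PECAM1 was at 10.0 CPM in replicate 4, against 17.3 to 19.3 CPM. Both gaps are small beside the change to Day 113, where the interferon list rose by 2.93 and PECAM1 by 3.52 on the log2 scale. Leaving out each of these libraries changed neither call. The cause was not tested.

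In Day 113 replicate 2, CRYGC was at 6.07 CPM, against 0 in the other Day 113 wells, and CRYBA2 at 4.80 CPM, against 0.0577 to 0.401 CPM. CRYBA4 was also highest in that well, at 20.1 CPM. Reads shared between members of the crystallin family could add to each of these values. A candidate explanation is that this well held lens-like cells, as put forward for the Day 60 wells, where a separate lens list rose by a median of 4.52 from Day 30. CRYBB1, a lens gene of that separate list, reached 37.6 CPM in Day 113 replicate 2, which is 1 library.

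The remaining values were low or single. FOXA2 was at 0.201 CPM in Day 113 replicate 4, against 0 in the others, and MUC16 at 0.0750 CPM in Day 113 replicate 2, against 0 in the others, which are 5 counts and 2 counts. EPCAM was at 1.54 CPM in Day 113 replicate 3, against 0.762 to 0.787 CPM, and COX7A1 in the same well was at 0.485 CPM, against 0.173 to 0.201 CPM. ASNS was at 2.71 CPM in Day 113 replicate 1, against 1.16 to 1.36 CPM, and its exons overlap another gene. Counting error is large for FOXA2 and MUC16. It is smaller for EPCAM (54 counts), COX7A1 (17 counts) and ASNS (94 counts), whose cause was not tested, and no biological explanation was tested.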

How the results depend on the processing

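The alternatives were chosen before the data were examined, except the correction for GC content and exon length, and its form with the replicate block, which were chosen after seeing the data. Library-size, median-of-ratios and upper-quartile scaling, DESeq2, limma-voom, robust dispersions, a mean CPM of at least 1 and the correction kept the 5 counts of genes within 1.5 times, as did only the 2 days compared for the 3 counts it can give. The counts ran from 2009 to 2979 for Day 60 against Day 30, from 3638 to 5444 for Day 113 against Day 60, from 6644 to 7461 for Day 113 against Day 30, from 7230 to 8299 for any change and from 1821 to 2635 for the difference between intervals. DESeq2 gave no adjusted p for 8 genes in each of these results except the last, where it gave none for 784. The setting with no filter moved nothing, since the filter removed no gene, and TPM was not run for lists or single genes.

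An adjusted p-value under 0.01 left 937, 2545 and 4552 genes for the 3 pairs of days, 4800 for any change and 618 for the difference between intervals, by the construction of the threshold. With log2(TPM + 1) all 5 counts were 0, with 1168, 1201, 1440, 1262 and 1012 genes at an unadjusted p under 0.05. With log2(TPM + 0.1) they were 10, 0 (1459 unadjusted), 39, 27 and 1. The repeating lengths in the TPM table, which add a different factor to each gene in each library, account for a loss of this kind. Upper-quartile scaling took the share of higher calls in the difference between intervals from 53.2% to 40.2%, and limma-voom took it to 43.8%.

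Leaving out each library in turn gave 1220 to 2618 genes for Day 60 against Day 30, the lowest without Day 60 replicate 3 and the highest without Day 113 replicate 2. The difference between intervals ran from 643 without Day 60 replicate 1 to 2221 without Day 113 replicate 2. Day 60 had 3 wells, so each fit that left one out had 2, which lowers power by construction. The other counts ran from 3317 to 4735, from 5657 to 6977 and from 6360 to 7427.

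The replicate block gave 2474, 4954, 7143, 7775 and 2366 genes and 13, 11 and 8 lists. Wells with the same number correlated at 0.023 to 0.076 across genes (10 pairs) and wells with different numbers at -0.078 to 0.069 (30 pairs), with medians of 0.045 and -0.023. All 10 were positive, but each was under 0.1, the level set for treating the numbers as pairs, so the block was not used for the comparisons. With the block, TTN, CPT1B and CRYBB3 reversed to -0.031, -0.23 and -0.13 for Day 113 against Day 30, PRSS22 lost its call for Day 113 against Day 60, and COL3A1 gained one for Day 113 against Day 30. The correction together with the replicate block reversed CPT1B (-0.21) and CRYBB3 (-0.024).

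Fry called 3 lists for Day 60 against Day 30, in place of 11. Camera with an estimated correlation called 1, 0 and 0 lists (3, 1 and 2 at an unadjusted p under 0.05), since it allows the genes of a list to vary together. Leaving out libraries gave 8 to 14, 10 to 12 and 7 to 10 lists. The TPM ratio of TNNI3 to TNNI1 changed by -0.014 from Day 30 to Day 60, a value that the repeating lengths make uninformative. Leaving out libraries moved the MYH7 to MYH6 difference of that interval from -0.30 to 0.37, with a reversal to 0.02 without Day 30 replicate 1 and to 0.37 without Day 60 replicate 1. The other 2 ratios kept their direction in each such fit, from 1.18 to 1.29 for TNNI3 to TNNI1 and from 1.25 to 1.35 for MYL2 to MYL7 in the first interval.

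The reversals of single genes were in Day 113 against Day 30, the one comparison in which genes without a call were also run, and none of the fits that reversed a gene called it. TTN (0.02) reversed to -0.0074 under upper-quartile scaling and -0.052 under limma-voom, and ran from -0.13 to 0.25 when libraries were left out, with reversals without Day 30 replicates 2 (-0.07) and 3 (-0.05) and Day 113 replicates 1 (-0.13), 3 (-0.02) and 4 (-0.05). CPT1B (0.28) reversed to -0.84 under limma-voom and ran from -0.68 to 1.49, with reversals without Day 30 replicates 2 (-0.05) and 3 (-0.02) and Day 113 replicate 3. CRYBB3 (0.22) reversed to -0.31 under limma-voom and ran from -0.64 without Day 113 replicate 2 to 0.56. ASNS (-0.17) ran from -0.55 to 0.14, COX6A2 (0.08) from -0.090 to 0.17 and KCNJ2 (0.23) from -0.14 to 0.51, reversing without Day 30 replicate 1, Day 113 replicate 2 and Day 113 replicate 2. TTN gained a call after the correction for GC content and length (0.30, adjusted p 0.038), and with the replicate block added (0.30, adjusted p 0.012). The cause was not tested.

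Of 164 results for single genes, 119 kept direction and call under all alternatives run and 45 did not. Calls were lost 21 times at an adjusted p under 0.01, 22 under limma-voom, 16 with robust dispersions, 5 with DESeq2, 1 each with the correction, the correction and block, the block and only the 2 days compared, and 64 over all fits that left out a library. Calls were gained 2 times with the correction, 3 times with the correction and block, 1 time each with limma-voom, the block and only the 2 days compared, and 6 times when a library was left out. Of 29 list calls, 1 held everywhere. The estimated correlation lost 28, fry 11, limma-voom 1 and the fits that left out a library 12 in all. A self-test of Day 113 against Day 30, with 200 of 19990 genes changed, called 53% of 2-fold changes. Sensitivity with the 3 Day 60 wells, or with the larger share of genes that changed in the data, was not measured.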

Other observations

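The tests in this part were chosen after the patterns had been seen, except the counts of other splits of the samples. The counts of changed genes stood apart from other splits of the same wells. The real split was the only 1 of 35 to give as many genes for Day 60 against Day 30 (at most 156 in another), 1 of 35 for Day 113 against Day 60 (at most 1185) and 1 of 35 for Day 113 against Day 30. In that last comparison the other splits called at most 0 genes, against 6889 in the real split. At an unadjusted p under 0.05 the other splits gave at most 2269 genes there, against 8620 in the real split. The unadjusted gaps were narrower for the other pairs of days. Other splits gave at most 3147 genes against 4619 for Day 60 against Day 30, and 4921 against 7109 for Day 113 against Day 60. For any change and for the difference between intervals, at the adjusted threshold, the real split was 1 of 100 drawn splits each, with at most 12 and 49 genes in another. The counts of lists did not stand apart, since 8 of 35, 8 of 35 and 21 of 35 splits gave as many, with at most 17, 14 and 13 in another. A preset correlation of 0.01 lets lists whose genes vary together between wells pass, so the number of lists called says little here.

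AFP, EPCAM and CLDN6 fell after Day 30. A correction for GC content and gene length left AFP at -8.52 from Day 30 to Day 113, which argues against that bias. A candidate explanation is the loss of endoderm-like cells that were in the wells at Day 30. A separate list of hepatic and yolk-sac endoderm transcripts, with 23 of 24 genes tested, changed by a median of -4.999 with genes at the floor set to their bound, 20 lower and 22 when adjusted over the list alone. Its 18 genes outside the fixed lists, which hold the other 5, changed by -5.39. The fall was already -4.52 by Day 60. After it the median was 0 with genes at the floor set to their bound and 0.15 as fitted, with 2 genes higher and 3 lower. Only 2 genes of the list were at 10 CPM or more at Day 60, so a later change of the others was hard to measure. At Day 30, 13 of its genes were at 10 CPM or more, and 2 at Day 113. The most abundant were ALB at 308 CPM, APOE at 237 CPM and TF at 111 CPM, which went to 15.7, 182 and 5.43 CPM at Day 113. APOE did not follow the others and is not restricted to endoderm. A fall in expression within cells that stayed was not tested.

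HMGA2, IGDCC3 and ARID3A fell over the course, and HMGA2 remained at -5.06 after the correction for GC content and length. Their courses differed, with changes in the 2 intervals of -1.71 and -3.35 for HMGA2, -4.16 and -0.996 for IGDCC3, and -0.97 and -1.37 for ARID3A. A cause shared by the 3 genes was therefore not shown, and the loss of endoderm-like cells was not tested for IGDCC3. A candidate explanation is a lower level of let-7 targets as a class. A separate list with 30 of 31 genes tested was lower at Day 113 than at Day 30 (camera p 5.8e-11, fry p 1.2e-08), with a median of -0.62, 18 genes lower and 2 higher, and 20 when adjusted over the list alone. The fall was -0.32 in each interval. The cells expressed most of the list throughout, with 26 genes at 10 CPM or more at Day 30 and 22 at Day 113. The most abundant, NAP1L1, went from 1007 to 641 CPM, RANBP2 from 217 to 195 CPM and IGF2BP1 from 216 to 86.0 CPM. LIN28B, whose exons overlap another gene of the count table, fell by 2.72 and is in the list. The mean of the cell cycle list rose from Day 30 to Day 60, by a log2 difference of 0.42 (SDs 0.11 and 0.10) with no overlap between wells, while the 3 genes fell. This argues against lower proliferation in the wells as a whole in that interval, but fry did not call the rise of the list (adjusted p 0.061). The cells that expressed the 3 genes were not separated, so lower proliferation among them stayed open in both intervals. After Day 60 the median of the cell cycle list was -0.91. The level of let-7 itself was not analysed here, and another shared regulator was not tested.

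COL2A1 fell by 4.51, and the loss of cartilage-like cells cannot be told apart from a change of this gene alone. A separate cartilage list, with 14 of 15 genes tested, changed by a median of -0.20, with 3 genes higher and 3 lower, so its members went both ways. Its medians were 0.15 and -0.46 in the 2 intervals. COL11A1 went from 58.7 to 28.1 CPM and HAPLN1 from 42.2 to 10.5 CPM, whereas COL9A2 went from 6.61 to 35.7 CPM.

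Crystallins rose at Day 60. The correction for GC content and length left CRYBA4 at 13.6, a fitted value against 0 counts. The counts do not fix the size of such a fit, so it cannot decide whether that bias played a part. A candidate explanation is that lens-like cells were in the Day 60 wells. A separate lens list, with 16 of 18 genes tested, rose by a median of 4.52 with genes at the floor set to their bound (fry p 0.0038), 11 higher and 1 lower, and 13 when adjusted over the list alone. It fell by 2.57 after Day 60 (fry p 0.011). At Day 113 it was 2.52 above Day 30, where fry did not call it (p 0.11) and camera gave p 0.048. The number of its genes at 10 CPM or more was 1 at Day 30, the connexin gene GJA3 at 321.7 CPM, and 6 at Day 60. CRYBB1 reached 23.8, 216 and 99.0 CPM in the 3 Day 60 wells, and means of 69.0 CPM for CRYBA1, 56.3 CPM for CRYBB2 and 31.9 CPM for CRYAA followed. The Day 60 wells differed severalfold, and the cause of that spread was not tested.

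Endothelial markers rose from Day 60 to Day 113. A lower share of cardiomyocyte RNA would raise the markers of other cell types alike. The medians of the endothelial and endoderm lists moved apart by 4.12 on the log2 scale. The endoderm list had already fallen by Day 60, so this gap cannot decide. In the same interval the fibroblast list rose by a median of 1.52, and the sarcomere list changed by a median of -0.03. A candidate explanation is endothelial-like cells in the Day 113 wells. A separate list of 16 endothelial genes rose by a median of 3.14 (fry p 0.0010), 14 higher and 15 when adjusted over the list alone. It had changed by -0.82 in the first interval, and was 1.83 above Day 30 at Day 113. Of its genes, 2 were at 10 CPM or more at Day 60 and 12 at Day 113. CD34 went from 3.39 to 48.0 CPM, ESAM from 1.08 to 31.3 CPM and FLT1 from 24.8 to 68.2 CPM. S1PR1, the most abundant at Day 60, did not rise (111 and 95.7 CPM). Whether such cells were more numerous or expressed more was not tested.

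Blood cells in the Day 113 wells cannot be told apart from their absence with the 5 of 12 haematopoietic and macrophage genes tested. Their median rose by 1.16, with 2 genes higher and 0 members at 10 CPM or more. LAPTM5 went from 1.19 to 5.98 CPM and RUNX1 from 0.765 to 4.42 CPM. The median of the list was -1.06 in the first interval and -0.91 over the whole course.

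The deposited TPM of one gene varied between libraries far more than its counts. GAPDH ranged from 370 to 14121 TPM, 38.1-fold, and from 5004 to 9168 CPM. Counts correlated between libraries across genes at rho 0.935 to 0.985 and TPM at 0.705 to 0.751. Differing transcript usage would keep the implied length of a gene correlated between libraries, but the median rho was -0.0016. A candidate explanation is a vector of 43388 lengths, longer than the table, recycled down its columns, and 100% of 164149 pairs of values that far apart implied the same length to within 0.1%. The same 43388 values do not match exon lengths of the genes beside them, with an absolute rho of at most 0.0187.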
